A study of Mus musculus with 24 samples. Its data were reported in "Temporally divergent regulatory mechanisms govern neuronal diversification and maturation in the mouse and marmoset neocortex" (2022).

How the data were processed

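Chromatin accessibility was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, so that reads pile up at accessible sites. The 24 libraries came from mouse cortical pyramidal neurons sorted by a fluorescent reporter switched on by an inducible Cre recombinase. Neurons of the Cux2 lineage are callosal projection neurons (Cux2 CPNs) of the upper cortical layers, and neurons of the Tle4 lineage are corticothalamic projection neurons (Tle4 CThPNs) of the deepest layer. Each class was collected at 6 ages, from E18.5 through P1, P3, P7 and P21 to P48, with 2 replicates per age, and groups were taken from the sample labels. Following the study, E18.5 to P7 were treated as early and P21 and P48 as late.

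According to the study's methods, the authors aligned reads to the mouse assembly NCBI37 with Bowtie2 at default settings, removed duplicates with Picard, called peaks with MACS2 and kept peaks that passed an irreproducible discovery rate (IDR) filter across the replicates of a group. No shift of read ends for the transposase was stated. The deposited files are 12 peak lists, 1 per class and age, and the peak names show that peaks were called on the pooled replicates. Each deposited line gives a position, a score, the fold enrichment at the summit as a ratio over background, the −log10 p and the −log10 q as the authors' peak caller wrote them, and the summit offset. These values belong to each peak. The −log10 p was used to rank and filter peaks and the fold enrichment to rank or describe them within a list. The lists hold no IDR value, no read count and no value per replicate, so replicate error and the depth of each library are unknown here, and the study states only 1 approximate depth for all libraries. The list is therefore the unit of the tests of peak number, covered length, similarity, region counts and promoter share per list, and the ages are the only repeats. The tests of promoter share, sequence and width over regions take the region as the unit. A list filtered by reproducibility becomes longer or shorter with depth, signal-to-background ratio and replicate agreement as well as with accessibility, which affects every count of peaks below. The peak names of the Cux2 lists carry a version mark that those of the Tle4 lists lack, so it is unknown whether both classes were processed in one run, and no batch label was used here.

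The files' coordinates were compared with the reference used here, NCBIM37 with its GENCODE vM1 annotation (95458 transcription start sites, TSSs). The largest peak end on chromosome 1 was 197068295, within the reference length of 197195432, and 1 of 292994 peaks passed the end of its chromosome, on chromosome 19, where the peak ended at 61342439 and the reference at 61342430. Peaks on chromosomes 1 to 19, X and Y entered the comparisons (292934 peaks). The 60 mitochondrial peaks were left out of all comparisons except the counts of peaks and the covered length. Coordinates are given 1-based.

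Peaks of all lists that overlapped by at least 1 bp were merged into 85867 union regions, and a region was present in a list that had a peak in it. Similarity of a pair of lists was the Jaccard index, the number of regions present in both divided by the number present in either. Shared-early regions were present in at least 2 early lists of each class and in no late list. Shared-late regions were present in both late lists of each class and in no early list. Class-specific regions were present in at least 4 of the 6 lists of a class and in no list of the other. A promoter lay within 1 kb of an annotated TSS. The study used the same distance with the TSSs of another annotation release. GC content and the CpG observed/expected ratio were computed from the reference sequence of each region. The study's own categories came from a differential test on reads and a clustering, so the categories here are built differently.

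Differences by stage used exact permutation tests over the 225 arrangements of stage labels within classes. Peak numbers of the classes were compared by exact sign flips over 6 ages (64 patterns), and class similarity by 32 swaps of class labels within ages. Promoter shares of regions were compared by a two-sided Fisher's exact test, and sequence properties by permutation tests of the difference in medians (100000 resamples, smallest possible p 1e-05). Shares carry 95% Wilson intervals, which cover counting error only. Regions are not replicates. In each category 3 regions were named, those with the highest mean percentile rank of the authors' fold enrichment within the lists that held them, together with a list of genes, of which Cux2, Tle4, Bcl11b, Sox4, Sox11, Apc2, Egr3, Syp and Nefm are given and 1 is not reported here. These definitions, tests and names were fixed before the data were examined. The annotation held several genes named Cux2 and Sox4, and the longest protein-coding gene of the name was then used. The joint limits on GC content and CpG ratio that describe CpG-island-like regions were also set afterwards.

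Alternatives chosen in advance were the stronger 50% of each list by −log10 p (a stricter IDR could not be applied, as the lists hold none), equal-length lists (the 6538 strongest nuclear peaks of each list), windows of 500 bp around summits, presence only where a list covered at least 50% of a region, a Jaccard index over bases, looser and stricter category rules, merging of overlapping lines, promoters within 500 bp and leaving out each list in turn. A common −log10 p of 22.0 (the highest of the lists' weakest peaks) and the overlap coefficient (regions present in both lists divided by those of the shorter list) were added after seeing the data, as were the comparisons of regions seen in a single class and the tests of whether stage differences differed between classes.

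The region counts and tests were tested on simulated data. With each open region found with the same high probability in every list, 99.2% of 500 simulated shared-early regions, 65.4% of 500 shared-late, 98.0% of 500 Cux2-specific and 98.4% of 500 Tle4-specific regions were recovered among 20000 regions. With detection set in proportion to the real list lengths, these shares were 41.6%, 2.20%, 74.0% and 9.20%, and only 24.6% of the regions called Cux2-specific were truly so. In 100 simulations of 18000 regions open in every list, detected in proportion to the real list lengths, the class similarity test gave p under 0.05 in 100, and in 5 at equal list length. The stage similarity test did so in 3 of 100 simulations with lengths shuffled within classes. In all these simulations each list found regions independently of the other lists, and peak strengths were drawn at random. The recovered shares and pass rates belong to that setting and need not hold for the real lists. Union regions and base-pair Jaccard indices were checked with bedtools 2.31.1. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0, BLAST+ 2.17.0 and matplotlib 3.10.9 were used.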

Results

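The study asked how the chromatin of 2 classes of cortical pyramidal neuron changes as the neurons mature, and which changes the classes share. Open chromatin was recorded as 12 peak lists, 1 for each of 2 neuron classes at 6 ages, each made by the authors from 2 pooled replicates. The lists held 292994 peaks in all. They hold no value per replicate, so no value below has a replicate error, and spread is given across ages. Lists ranged from 6540 peaks (Tle4 CThPNs at P21) to 45649 (Cux2 CPNs at P48), and covered 4.05 to 30.0 Mb. The read depth of each library is unknown from these lists.

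The first comparison asked whether the number of accessible sites changes with stage. Cux2 lists held 33998, 21758, 29305 and 29601 peaks at E18.5, P1, P3 and P7, and 37432 and 45649 at P21 and P48. Tle4 lists held 19725, 19514, 22443 and 15189 peaks at the early ages, and 6540 and 11840 at the late ages. Averaged over the classes, late lists differed from early ones by a log2 difference of -0.28 in peak number, which was within the spread across ages (exact two-sided permutation test, p = 0.449). The difference was -0.069 without the Tle4 list of P21 and -0.50 without that of P48. Covered length differed by -0.26 on the log2 scale (exact permutation p = 0.520). That difference became 0.053 when the Tle4 list of P21 was left out, so its sign rested on 1 list. The classes moved in opposite directions. Late Cux2 lists held 1.46-fold more peaks than early ones by geometric mean, and late Tle4 lists held 0.462 times as many. The difference between these changes was 1.66 on the log2 scale, and no other arrangement of the stage labels gave one as large (exact two-sided permutation p = 0.00444, the smallest possible). The common −log10 p, an alternative chosen after seeing the data, gave 1.78. Without the Tle4 list of P21 the difference was 1.23.

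Cux2 lists were longer than Tle4 lists at 6 of 6 ages, by a mean log2 difference of 1.13 (exact two-sided sign-flip permutation p = 0.0312, the smallest that 6 ages allow). The ratio ran from 1.11 at P1 to 5.72 at P21. The difference depended on where the lists ended, because at the common −log10 p it was 0.36 (exact permutation p = 0.438). Tle4 lists were then longer at P1 (14513 against 10167 peaks), P3 (22443 against 14590) and P7 (12091 against 10639). Cux2 lists stayed longer at E18.5, P21 and P48. With any list left out 5 ages remain, and the exact permutation p, 0.0625, is then the smallest possible.

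**Figure D1:**
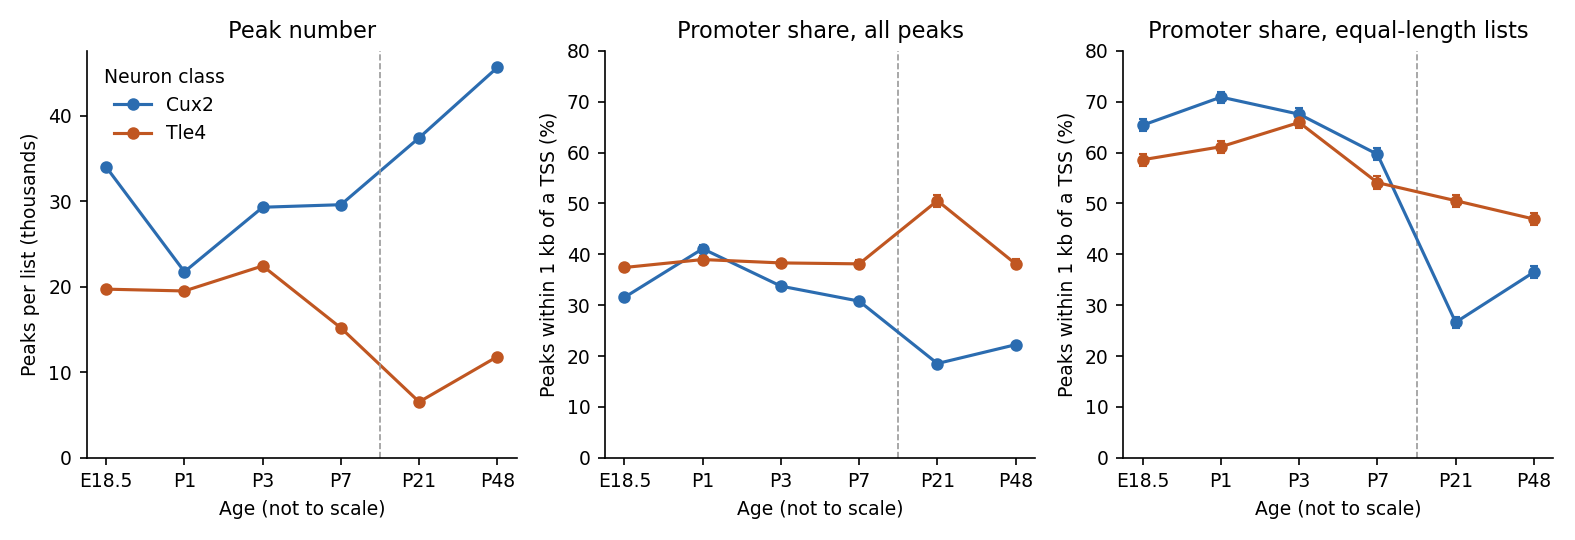
Number of peaks per list (left) and the percentage of peaks within 1 kb of a TSS among all peaks (middle) and in equal-length lists of the 6538 strongest nuclear peaks (right), by age, for Cux2 (blue) and Tle4 (orange) lists. Points are single lists, bars are 95% Wilson intervals, and the dashed line parts early from late ages. At equal length, late Cux2 lists (26.6% and 36.5%) and late Tle4 lists (50.5% and 46.9%) all lie below every early list of their class.

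The next comparisons asked how far neuron class and stage structure the accessible regions. Among pairs of lists at different ages, the mean Jaccard index was 0.383 ± 0.160 (SD, 30 pairs) within a class and 0.253 ± 0.081 (SD, 30 pairs) between classes. The difference of 0.131 was larger than under any other of 32 swaps (exact one-sided permutation p = 0.0312, the smallest possible). This test does not separate class from list length. In shorter simulated lists with lengths in the same proportions and no class difference, it passed the threshold in 100 of 100 runs. The mean difference there was 0.063. At equal list length, where 5 of 100 such simulations passed, the observed difference was 0.071 (exact permutation p = 0.0312). Those simulations ranked peaks at random, so their rate does not calibrate the real equal-length test. With the overlap coefficient, chosen after seeing the data, it was 0.041 (exact permutation p = 0.125).

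Within a class, pairs of the same stage had a mean Jaccard index of 0.538 ± 0.087 (SD, 14 pairs) and pairs of different stages 0.248 ± 0.037 (SD, 16 pairs). The difference of 0.290 exceeded that of every other arrangement (exact one-sided permutation p = 0.00444). At equal list length it was 0.300, with the same p. Set side by side, the stage difference was the larger of the 2, at 0.290 against 0.131 with all peaks and 0.300 against 0.071 at equal length. These statistics use different pairs, and their difference was not tested.

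**Figure D2:**
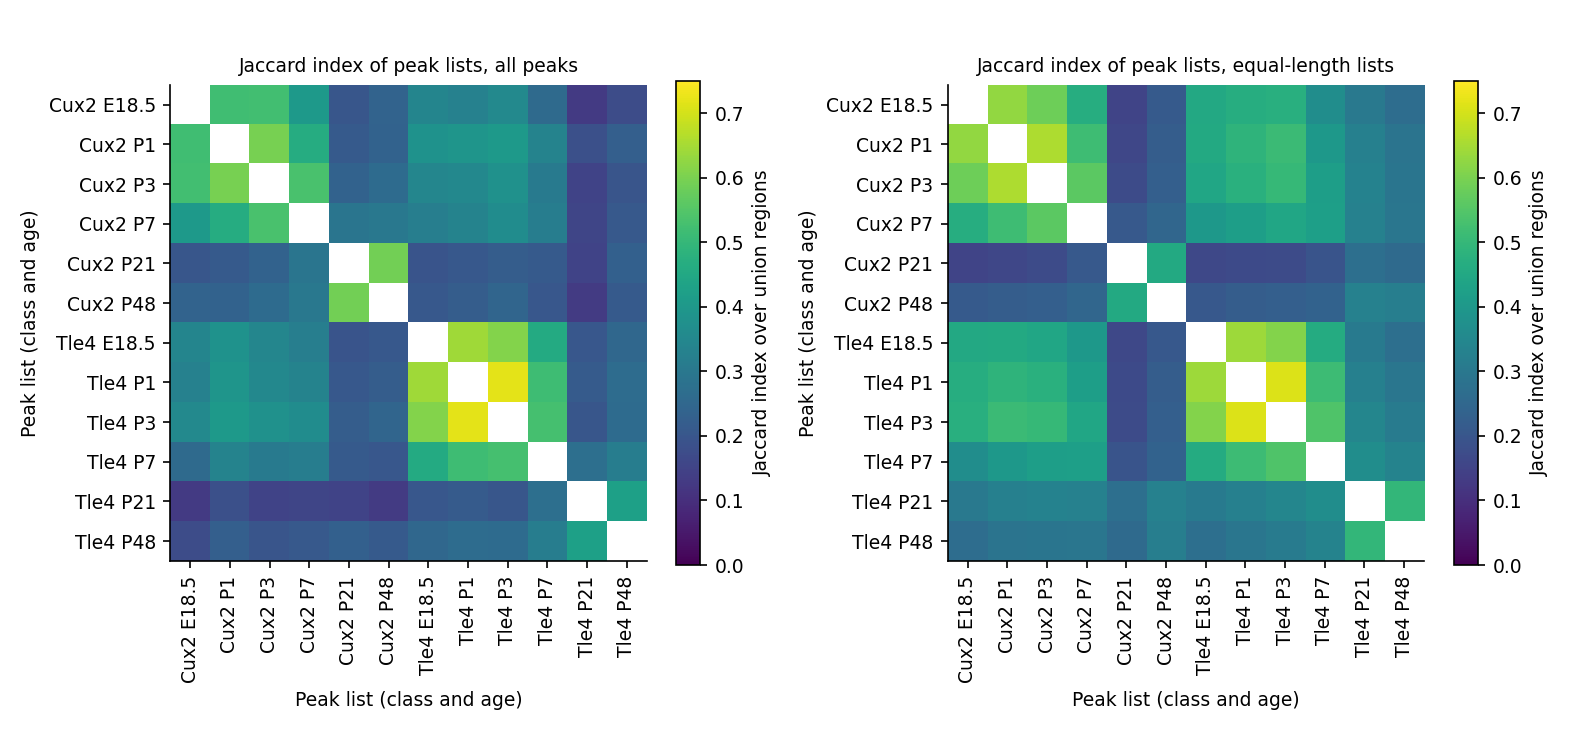
Jaccard index over union regions for each pair of the 12 peak lists, with all peaks (left) and with equal-length lists (right); rows and columns are lists by class and age, and the diagonal is left blank. Within-class pairs of one stage averaged 0.538 with all peaks, against 0.248 for pairs of different stages.

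Whether the classes diverge with age was asked from the Jaccard index of the Cux2 and Tle4 lists of one age. It was 0.340, 0.391, 0.381 and 0.317 at E18.5, P1, P3 and P7, and 0.152 and 0.211 at P21 and P48. The late mean was lower by 0.176 (difference -0.176, exact two-sided permutation p = 0.0667, the smallest that 15 splits of 6 ages allow, so p under 0.05 was out of reach). At equal list length the difference was -0.171. The overlap coefficient, chosen after seeing the data, went the other way, with a late minus early difference of 0.208. At P21, 88.3% of the Tle4 regions were also present in the Cux2 list, while 15.5% of the Cux2 regions were present in the Tle4 list. At P1 these shares were 59.3% and 53.4%.

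**Figure D3:**
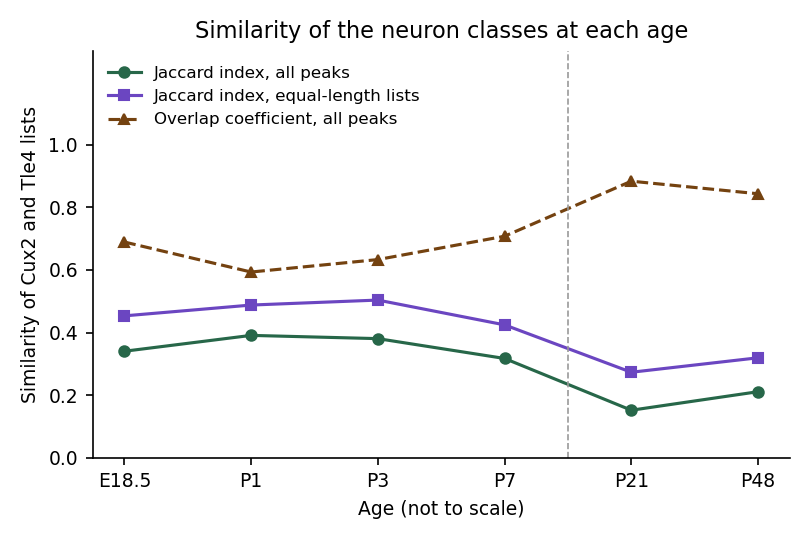
Similarity of the Cux2 and Tle4 lists of each age as the Jaccard index with all peaks (circles), the Jaccard index at equal list length (squares) and the overlap coefficient (triangles); the dashed line parts early from late ages. Both Jaccard indices are lower at P21 and P48 than at any earlier age, and the overlap coefficient is higher, reaching 0.883 at P21.

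Regions shared by both classes at one stage were then counted. There were 2621 shared-early and 614 shared-late regions, 3.05% and 0.715% of the union. In each case no other arrangement of stage labels gave as many (exact permutation p = 0.00444), and the median over arrangements was 221 and 0. The counts depend on list length, with 1231 shared-early and 376 shared-late regions at equal length. Without the Cux2 list of P48 there were 4476 shared-early regions. Class-specific regions numbered 4280 for Cux2 and 1112 for Tle4. The Cux2 count was matched by 1 of 64 swaps of class labels, the real one, and the Tle4 count by 8 of 64 (exact permutation p = 0.125). At equal length the order reversed, with 226 Cux2-specific and 493 Tle4-specific regions, so the larger Cux2 number did not hold there. The calls swapped as well, since 5 of 64 swaps reached the Cux2 count (exact permutation p = 0.0781) and 1 of 64 the Tle4 count (exact permutation p = 0.0156). Both classes are tested against the same 64 groupings, which include the real grouping of the other class. Only the class with the larger count can therefore be matched by 1 of 64, so the swap partly restates which count was larger. At the common −log10 p the exact permutation p was likewise 0.0781 for Cux2 and 0.0312 for Tle4. Leaving out 1 early list of the class left 1844 (without P3) to 2492 (without P1) Cux2-specific regions, and 128 (without P3) to 158 (without E18.5) Tle4-specific regions. The rule still needed 4 lists, so regions held by exactly 4 lists that included the omitted one were lost by construction, and these counts do not show that a single list decides the result. Without the Tle4 list of P21 or of P48, 1097 and 1050 Tle4-specific regions remained. Most Tle4-specific regions were thus held by the 4 early Tle4 lists and by neither late one. The late Tle4 lists are the shortest, so this absence may reflect list length.

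The strongest regions of each category were as follows, in NCBIM37 coordinates. The leading shared-early region, chromosome 1 from 87599792 to 87600616, lay at the TSS of Sp100, was present in all 8 early lists and had a mean percentile rank of 97.6. The next was on chromosome 5 from 135408007 to 135408783, over the promoter and an untranslated region of Wbscr27, with a rank of 96.1. The third was an intergenic region on chromosome 1 from 164545589 to 164546074, 13040 bp from the nearest TSS (Gm5705), with a rank of 95.8. The leading shared-late regions were present in all 4 late lists. They were an intergenic region on chromosome 10 from 11043232 to 11043866 (rank 99.5), an exonic region on chromosome 6 from 30857891 to 30858500 within Tsga13 and 4930412F09Rik (rank 98.9), and an intronic region of A330021E22Rik on chromosome 5 from 5648705 to 5649495 (rank 98.4). Of the Cux2-specific regions, an intergenic one on chromosome 3 from 33615961 to 33616996 (rank 94.5) was present from P3 to P48. An intergenic region on chromosome 8 from 45614555 to 45615555 (rank 94.1) and a promoter region of Egln2 on chromosome 7 from 27944908 to 27945370 (rank 93.8) were present in the 4 early Cux2 lists. The 3 leading Tle4-specific regions were present in the 4 early Tle4 lists. These were intergenic regions on chromosome 2 from 12960215 to 12961024 (rank 96.6) and on chromosome 1 from 41369604 to 41370246 (rank 95.9), and an intronic region of Lrrc69 on chromosome 4 from 14650115 to 14650922 (rank 94.1).

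Promoter content was compared because the study related early regions to promoters. Among shared-early regions 875 of 2621 (33.4%, 95% Wilson interval 31.6 to 35.2) lay within 1 kb of a TSS, against 37 of 614 shared-late regions (6.03%, interval 4.40 to 8.20). The odds ratio was 7.82 (two-sided Fisher's exact test, p = 1.41e-51). At equal list length the shares were 77.6% and 5.59%, and the odds ratio 58.5. A region absent from the shortened late lists can still have a peak in the full ones, which was not checked. The equal-length share can therefore include promoters that only ranked lower at late ages. With all peaks, another 23.9% of shared-early and 44.0% of shared-late regions lay in introns, and 38.3% and 41.7% were intergenic. Over the whole union 16.6% of regions were promoters, and 81.2% of the 3175 regions present in all 12 lists were.

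Shared-early regions had a median GC content of 46.8% (interquartile range 41.2 to 57.6) and shared-late regions 44.9% (41.5 to 48.6), a difference of 1.99 percentage points (permutation test, p = 6.00e-05). Without the Tle4 list of P3 this difference was 1.10 percentage points (permutation p = 0.00597). The median CpG observed/expected ratio was 0.305 (0.185 to 0.648) against 0.190 (0.121 to 0.253), a difference of 0.115 with the smallest p the resamples can give (permutation p = 1e-05). Regions with GC content above 50% and a ratio above 0.6 made up 26.8% of shared-early and 0.163% of shared-late regions. Shared-early regions were wider, with a median of 896 bp (693 to 1114) against 835 bp (704 to 1007; permutation p = 0.000620). Width is that of the merged peaks, and its median was 448 bp for regions in 1 list and 1107 bp for regions in all 12. Shared-early regions can merge up to 8 lists and shared-late regions only 4. The comparison of widths therefore cannot separate stage from the number of lists merged. The difference in width was 61.0 bp. It was 4.50 bp without the Tle4 list of P3 (permutation p = 0.743) and 26.5 bp without the Cux2 list of P7 (permutation p = 0.109), so it rested on these lists.

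With the list as the unit, the promoter share of all peaks was 34.3% ± 4.70 (SD, 4 lists) in early and 20.4% ± 2.62 (SD, 2 lists) in late Cux2 lists. In Tle4 lists it was 38.2% ± 0.642 (SD, 4 lists) at early ages, 50.5% at P21 and 38.1% at P48. The mean late minus early difference was -3.89 percentage points (exact two-sided permutation p = 0.413), and without the Tle4 list of P21 it was -7.0 (exact permutation p = 0.0267). At equal list length it was -22.7 percentage points and exceeded that of every other arrangement (exact permutation p = 0.00444), so this comparison depended on list length. In each of the 11 longer lists the weaker peaks held fewer promoters than the 6538 strongest. With all peaks the stage difference of Cux2 minus that of Tle4 was -20.0 percentage points (exact two-sided permutation p = 0.0178). At equal length it was -23.1 (exact permutation p = 0.164).

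Regions seen in a single class at a single stage, in at least 2 lists of that class and stage and in no other list, were a comparison added after seeing the data. Among Cux2-only regions 11.1% of 7987 early and 5.41% of 12362 late regions were promoters (Fisher's exact odds ratio 2.19, p = 3.80e-49). Among Tle4-only regions 3.44% of 3718 early and 3.74% of 107 late regions were (Fisher's exact odds ratio 0.918, p = 0.786), and with 107 late regions the interval for the late share, 1.46 to 9.22, spans the early one. The odds ratio of Tle4-only regions was above 1 at the common −log10 p (1.48) and without the Cux2 list of E18.5 (1.05), the Cux2 list of P21 (1.09) or the Tle4 list of P7 (1.04), and at equal length it was 0.674 (Fisher's exact p = 0.0164), so its direction was not stable.

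**Figure D4:**
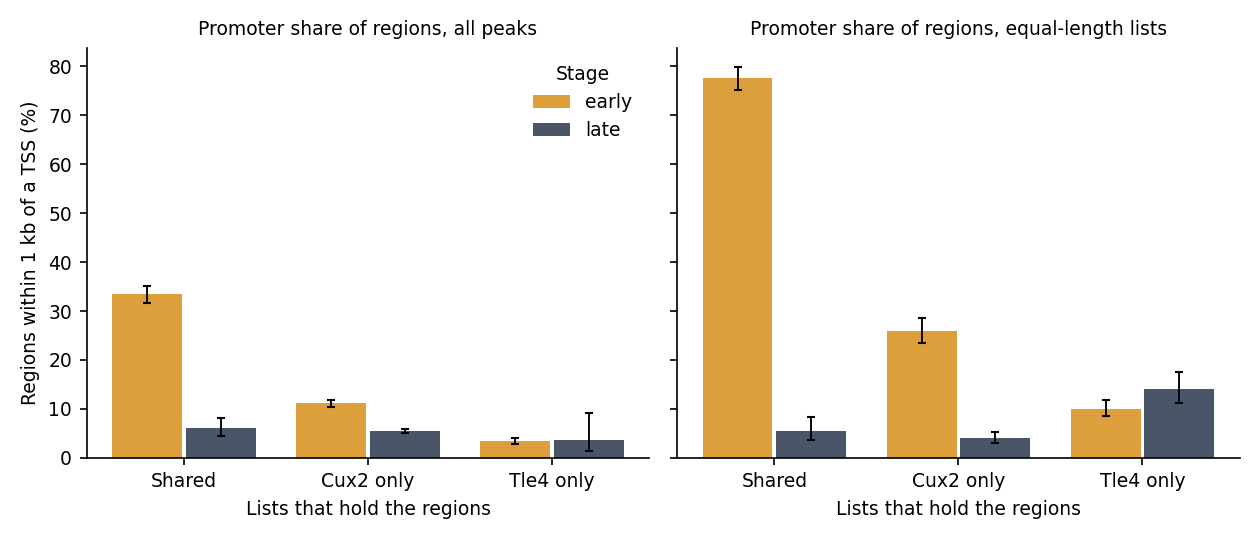
Percentage of regions within 1 kb of a TSS among regions of both classes (Shared), of Cux2 lists only and of Tle4 lists only, for early (yellow) and late (grey) regions, with all peaks (left) and equal-length lists (right); bars show 95% Wilson intervals. The shared-early share was 33.4% with all peaks and 77.6% at equal length, and the shared-late share 6.03% and 5.59%. At equal length, shared-early regions can include promoters that only ranked lower at late ages.

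Genes fixed in advance were examined by peaks at their promoters. Tle4 (chromosome 19, 14522562 to 14672473) and Sox11 (chromosome 12, 28025562 to 28027574) had a promoter peak in all 12 lists. Cux2 (chromosome 5, 122308396 to 122500111) had one in 4 Cux2 lists and in 0 Tle4 lists. Bcl11b (chromosome 12, 109148613 to 109241812) had one in 5 lists, all early, of which 4 were Cux2 lists. Sox4 (chromosome 13, 29040788 to 29045582) and Egr3 (chromosome 14, 70477252 to 70479964) each had one in 10 lists, Apc2 (chromosome 10, 79758722 to 79781008) and Syp (chromosome X, 7215597 to 7230382) each in 9, and Nefm (chromosome 14, 68700647 to 68742903) in 0. In equal-length lists the number of lists with a promoter peak was 0 for Bcl11b and Syp, 2 for Cux2, 6 for Apc2, 7 for Sox11 and Egr3, 8 for Sox4 and 12 for Tle4. A promoter without a listed peak can be accessible below the threshold of the lists. Of the 8 early and 4 late lists, Syp had a promoter peak in 8 early and 1 late, Sox4 in 8 and 2, and Apc2 in 7 and 2. Egr3 leaned the other way, with one in 6 early and 4 late lists. For Sox4 and Apc2, both late Cux2 lists had a promoter peak and neither late Tle4 list did. Syp had none in the Cux2 list of P21 or in either late Tle4 list. The late Tle4 lists are the shortest of all, so the early and late totals do not separate stage from list length. Within 100 kb of its TSSs, Cux2 had a mean of 9.50 peaks per list in early and 11.5 in late Cux2 lists, against 1.00 and 0 in Tle4 lists. The late Cux2 mean joins 4 peaks at P21 and 19 at P48, and in equal-length lists the Cux2 means were 0.250 and 1.00, against 0 in early and late Tle4 lists. Tle4 had 7.25 in early and 2.00 in late Tle4 lists, against 4.00 and 3.00 in Cux2 lists. Nefm had 1.00 in early lists of each class, and 7.0 in late Cux2 and 2.50 in late Tle4 lists. Its early Cux2 mean joins 3 peaks at E18.5, 1 at P1 and 0 at P3 and P7. These counts changed with list length. In equal-length lists the means for Tle4 were 4.75 and 2.00 in Tle4 lists, against 2.25 and 1.5 in Cux2 lists. The means for Nefm at equal length were 0 in early lists of each class, and 1.00 and 2.00 in late Cux2 and Tle4 lists.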

Values the study reported

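The study reported that 1.8% of its shared-late accessible regions overlapped annotated promoters, promoters being TSSs of Ensembl version 67 extended by 1 kb to each side. It gave a depth of about 50 M sequencing reads for each ATAC-seq library.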

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

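The tests of explanations and of differences between the classes' stage changes in this part were chosen after the results were seen. The lists came from pooled replicates with no read counts, so the depth of each library and replicate agreement could not be measured.

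Peak number rose with stage in Cux2 lists and fell in Tle4 lists, and the difference between the classes' changes was 1.66 on the log2 scale. The same held for covered length, with a difference of 1.74. The −log10 p at which each list ends does not account for it, because at a common −log10 p of 22.0 the difference was 1.78 (exact permutation p = 0.00444). The number of calls on pooled reads before the reproducibility filter, read as the highest call number in the peak names and so a lower bound, moved the other way by -0.28 (exact permutation p = 0.329). The share of those calls that was kept differed between classes by 1.94 on the log2 scale, but this value is the difference in peak number minus that in call number, so it adds no evidence on depth or library quality. The difference has 2 parts, a log2 change of 0.55 in Cux2 lists, where both late lists were longer than every early one, and of -1.11 in Tle4 lists. For the Tle4 part, a lower depth, a weaker signal or poorer replicate agreement of the late libraries may produce the fall, and so may a real loss of accessible sites in maturing CThPNs. These do not bear on the Cux2 part, for which library differences in the other direction or a real gain of sites stay open. Technical and biological explanations of either part cannot be told apart with lists that hold no value per replicate, and a difference in processing between the classes stays open too. Without the Tle4 list of P21 the difference in peak number was 1.23, and without that of P48 it was 2.09.

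The stage difference of promoter share differed between the classes, with a Cux2 minus Tle4 value of -20.0 percentage points. List length is a candidate explanation, since the weaker peaks held fewer promoters in each of the 11 longer lists. At equal length the difference was no longer past the threshold (exact permutation p = 0.164), yet its size, -23.1 percentage points, was not smaller. Length and class therefore cannot be told apart with 2 late lists per class. Whether the classes differ in how promoters change, apart from list length, stays open.

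The Tle4 list of P3 covered 19 Mb, far above the other 3 early Tle4 lists. It was the only list marked in 16 groups tested by Dixon's criterion, which marks about 1 in 20 groups by chance. The list also had the largest median peak width, 809 bp, and its weakest peak had a −log10 p of 22.0, the highest of the 12 lists. No explanation was tested for it.

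The lists held 60 peaks on the mitochondrial chromosome, which the comparisons of regions did not use, and 9 lists held more than the 3 that a count of 0 allows. In 12 of 12 lists the median fold enrichment of these peaks, 1.83 to 2.17, was below the nuclear median of the same list. The peaks covered 30.1% to 63.2% of the chromosome. This is consistent with mitochondrial reads left in the libraries and called against their own high level. No biological explanation was tested.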

How the results depend on the processing

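The common −log10 p, the overlap coefficient, the comparisons of regions seen in a single class and the tests of differences between classes were chosen after seeing the data. No paired analysis was possible because each file pools the 2 replicates of its group, which rules out pairing by replicate; the comparisons of the classes were paired by age. No lines of a list overlapped, so merging them moved nothing.

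The stage difference of similarity kept its direction and its side of the threshold under all 7 alternatives, from 0.228 to 0.300. The promoter excess of shared-early over shared-late regions did so under its 7 alternatives, with odds ratios from 4.73 to 58.5. The differences in GC content (1.56 to 12.4 percentage points), CpG ratio (0.134 to 0.538) and width (22.0 to 134 bp) did so under the 5 alternatives run for them, but that in width not without some single lists, as given below. The highest odds ratio and the largest differences in GC content, CpG ratio and width came at equal length. There, shared-early regions can include promoters that only ranked lower at late ages.

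Equal-length lists gave 1231 shared-early, 376 shared-late, 226 Cux2-specific and 493 Tle4-specific regions. The Cux2 count was then no longer past the threshold (exact permutation p = 0.0781) and the Tle4 count was (exact permutation p = 0.0156). The late minus early promoter share per list became -22.7 percentage points and passed the threshold, while the difference between classes in it, -23.1, no longer did. The odds ratio of Tle4-only early against late regions became 0.674 and passed the threshold. Shorter lists can lower a count, through the lists that must hold a region, or raise it, through the lists that must not. The cause of these changes was not tested.

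With the stronger 50% of each list there were 234 shared-late, 1723 Cux2-specific and 444 Tle4-specific regions. With at least 1 list of the stage in each class there were 5476 shared-early and 2414 shared-late regions. With at least 2 of 6 lists of a class there were 27757 Cux2-specific and 4151 Tle4-specific regions, and with all 6 lists 568 and 34, the latter past the threshold (exact permutation p = 0.0469). The changes in number follow from the construction of the rules.

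At the common −log10 p the class difference in peak number was 0.36 and no longer passed the threshold, Cux2-specific regions numbered 703 and no longer passed the threshold (exact permutation p = 0.0781) while the Tle4 count of 1059 did (exact permutation p = 0.0312), and the odds ratio of Tle4-only regions reversed to 1.48. The overlap coefficient left the class difference of similarity at 0.041, no longer past the threshold, and reversed the late minus early similarity of the classes to 0.208. The short late Tle4 lists lie largely within the Cux2 lists, which raises this coefficient by its construction.

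Leaving out each list in turn gave log2 differences of 0.85 to 1.32 in peak number between the classes, none past the threshold because 5 ages allow no p below 0.0625. The stage difference of peak number ranged from -0.50 (without Tle4 P48) to -0.069 (without Tle4 P21). Shared-early regions numbered 2037 to 4476, the highest without the Cux2 list of P48. Cux2-specific regions numbered 1844 (without Cux2 P3) to 4855, and Tle4-specific regions 128 (without Tle4 P3) to 1292, in each case lower by more than 1.5 times without any early list of the class but not without a late one. The rule still needed 4 lists, so every region held by exactly 4 lists that included the omitted one was lost by construction. Most Tle4-specific regions were held by the 4 early Tle4 lists and by neither late one. The difference between classes in the stage change ranged from 1.23 to 2.09 for peak number, 1.12 to 2.36 for covered length and -26.2 to -13.8 percentage points for promoter share. The stage difference of covered length ranged from -0.56 to 0.053, reversed only without Tle4 P21. The difference in GC content ranged from 1.10 (without Tle4 P3) to 2.77 percentage points. The difference in width ranged from 4.50 to 85.5 bp and no longer passed the threshold without Tle4 P3 or without Cux2 P7 (26.5 bp). The late minus early promoter share ranged from -7.00 to -0.79 percentage points, and passed the threshold only without Tle4 P21 (exact permutation p = 0.0267). The odds ratio of Tle4-only regions ranged from 0.751 to 1.09, reversed in 3 of 10 fits, at 1.05 without Cux2 E18.5, 1.09 without Cux2 P21 and 1.04 without Tle4 P7. Shared-late regions could not be counted without a late list.

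Of the single values, 46 of 60 promoter shares of lists and 23 of 42 Jaccard indices between classes were counted as moved. So were 8 of 30 counts of lists with a gene's promoter peak. Smaller changes were not counted, such as falls at equal length from 10 to 8 lists for Sox4 and from 9 to 6 for Apc2. The 36 counts of lists with a named region did not change. Those regions were picked for high fold enrichment and the alternatives drop only weaker peaks, so these counts could hardly change.

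The depth of each library is unknown, and list length limits what can be seen. In simulated lists detected in proportion to the real lengths, 2.20% of shared-late and 9.20% of Tle4-specific regions were recovered. Each simulated list found regions independently, and real lists may not, so these shares do not measure recovery here. Short lists can miss open regions, so the small numbers of shared-late and Tle4-specific regions do not show that few exist.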

Other observations

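The counts over splits of the labels and the equal-length comparisons of class-specific counts and of similarity between and within classes were fixed in advance, and their use as tests of an explanation was chosen after the result was seen. The overlap coefficient, the common −log10 p and the comparison of regions seen in a single class were chosen after seeing the data.

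The promoter share of shared-late regions was 6.03% here. That is higher than the value quoted from the study above. The TSS annotation and the way the categories were built also differed.

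The counts of shared regions exceeded what other groupings give, with 1 split of the stage labels, the real one, reaching 2621 shared-early regions and 1 split, the real one, reaching 614 shared-late regions (each a share of 0.00444 of all splits). For class-specific regions 1 of 64 splits of the class labels reached the Cux2 count of 4280, and 8 of 64 reached the Tle4 count of 1112, so with all peaks the Tle4 count was within what regrouping gives. Both classes share these 64 splits, and 1 of the 8 is the real Cux2 grouping. The class with fewer regions therefore cannot reach 1 of 64. At equal length the shares swapped, with 5 of 64 splits reaching the Cux2 count of 226 and 1 of 64 the Tle4 count of 493.

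More regions were Cux2-specific than Tle4-specific. List length is a candidate explanation, because at equal length the difference was -267 regions, with more Tle4-specific ones. In simulated lists detected in proportion to the real lengths, only 24.6% of the regions called Cux2-specific were truly so. That share depends on independent detection and on the simulated numbers, 500 Cux2-specific among 20000 regions, so it does not estimate the real one.

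Lists of one class were more alike than lists of different classes. At equal length the difference was 0.071 and still passed the exact test, which argues against list length as the whole of it, while with the overlap coefficient it was 0.041 and did not pass (exact permutation p = 0.125). The simulated pass rate at equal length does not calibrate that test, since simulated peaks were ranked at random. The class difference may reflect class identity, or a property of the libraries that goes with class, which these lists cannot separate.

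The classes were less alike at late ages by the Jaccard index. List length alone does not account for it, because the late minus early difference at equal length was -0.171 and both late ages stayed below every early age. By the overlap coefficient the late ages were more alike, with 88.3% of the Tle4 regions of P21 present in the Cux2 list. Library quality of the late Tle4 lists and divergence of the classes with age both stay open.

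Cux2-only early regions held more promoters than Cux2-only late regions, and the contrast was larger in equal-length lists (26.0% against 4.02%). Promoters just under the end of the Tle4 lists are a candidate explanation there. Of 286 such promoter regions in the equal-length lists, 92.7% had a peak in the full Tle4 lists, against 45.3% of the 816 other regions (Fisher's exact test, odds ratio 15.2, p = 4.41e-51). The smaller contrast with all peaks, 11.1% against 5.41%, concerns regions with no peak in any Tle4 list, and was not resolved by this test. In the mirror comparison 89.0% of 127 Tle4-only early promoter regions and 61.0% of the other regions had a peak in the full Cux2 lists (odds ratio 5.15). The early promoter share of Tle4-only regions was nevertheless below the late one, 9.98% against 14.1%, so promoters just under the end of the other class's lists did not give an early excess there.

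At equal list length, late Tle4 lists stayed closer to their early lists than late Cux2 lists did, with a mean Jaccard index of 0.320 (range 0.274 to 0.369, 8 pairs) against 0.201 (0.155 to 0.248, 8 pairs). With all peaks the means were alike, 0.249 and 0.247. Promoter peaks were tested as the source. With promoter regions left out the means were 0.136 and 0.073, a difference of 0.063 in the same direction, and the ranges overlapped only between 0.106 and 0.116 (0.106 to 0.179 against 0.050 to 0.116). All indices were lower without promoters, so a smaller difference than the 0.119 over all regions says nothing about their part in it. Over promoter regions alone the difference was 0.158, with ranges that did not overlap (0.474 to 0.602 against 0.295 to 0.455). Promoter peaks alone and a distal contribution cannot be told apart here, as the ranges overlap, pairs share lists and each class has 2 late lists.

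A region on chromosome 1 from 24619798 to 24620114, singled out after its values were seen, ranked 1 of 6538 peaks by −log10 p in the Tle4 list of P21 and 2 of 37427 in the Cux2 list of P21. It ranked 5 and 17 at P48 in Tle4 and Cux2 lists, and between 30 and 735 in the 8 early lists. It aligned to the mitochondrial chromosome over 100% of its length at 99.7% identity. Of 85867 union regions, 2 aligned at 95% identity or more, and the other lies beside it. The height of this peak is therefore consistent with mitochondrial reads placed on a nuclear copy. Why it ranks higher at late ages was not tested.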
